A study of Acipenser ruthenus with 35 samples. Its data were reported in "Comparison of RNA localization during oogenesis within Acipenser ruthenus and Xenopus laevis" (2022).

How the data were processed

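Single oocytes of the sterlet, Acipenser ruthenus, were oriented along the animal-vegetal axis, cryosectioned into 5 consecutive sections named A (extreme animal) to E (extreme vegetal), and each section was sequenced as its own library after depletion of ribosomal RNA. This procedure is called TOMO-Seq. The labels place 35 libraries in 10 groups, given by the oocyte stage (small or big) and the section. The 17 libraries of big oocytes came from oocytes 1, 2, 3 and 11, and the 18 libraries of small oocytes from oocytes 5, 6, 7 and 8. Oocytes 1, 2, 3, 5, 6 and 8 have all 5 sections. Oocyte 11 is represented by 2 sections (A and B) and oocyte 7 by 3 (C, D and E). The libraries of 1 oocyte come from the same cell, so the oocyte number pairs them: the deviations from the group means of libraries of the same oocyte had a mean correlation of 0.188 in big and 0.124 in small oocytes, against -0.069 and -0.0424 for libraries of different oocytes and sections. According to the labels, 1 female gave all big oocytes and another gave all small oocytes, so stage and female cannot be told apart. The methods of the study also state a larger RNA input for libraries of big oocytes.

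The authors trimmed the reads with Trimmomatic, removed mitochondrial and ribosomal reads, and assigned the remaining reads with kallisto 0.43.1 to a de novo transcriptome of the species. The deposited table holds estimated counts per transcript, which in this table are whole numbers (100% of values). A further pair of tables, deposited per stage, holds these counts as a normalized signal, each library divided by its DESeq2 size factor. Multiplying that signal by the size factor gave back whole counts for 100% of values within a tolerance of 1e-06. The size factors were proportional to the ones recomputed from the counts of the same libraries. After each set was divided by its geometric mean within a stage, the largest difference was 9.1e-09 percent. A deposited table of totals per oocyte equals the sum of the unscaled counts of the sections of each oocyte, including oocytes 11 and 7 with their incomplete series. It was used for this check and for 1 alternative. The normalized version of the totals was not used here. Transcript identifiers are those of the assembly, 31093 assembled de novo and 17934 guided by a genome. The files do not pair them with gene names, and 0 of the 49027 identifiers matched the RefSeq table of 80041 genes. Gene lists fixed beforehand could therefore not be used. The marker names exd2, slc44a3 and dnd1 come from the primer list of the study, which gives the transcript identifier for each. By RT-qPCR, the study selected samples with continuous marker gradients for library preparation. Gradients of these markers within a stage are therefore no independent test of localization. Closely related transcripts of 1 gene or of gene copies can share reads, and kallisto divides such reads between them by estimate.

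The counts were analysed with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with robust dispersion estimates and median-of-ratios scaling. Adjusted p-values follow Benjamini and Hochberg, and the threshold was 0.1, as in the study. A transcript entered a fit when its scaled count, summed over the 5 sections and averaged over complete oocytes, was over 20. Within each stage the model held the oocyte as a block and the section. The F test of the section terms defined differentially localized transcripts (DLTs). The gradient was the mean log2 level of sections D and E minus that of A and B, so that a positive value means vegetal. The polar contrast was the mean of A and E minus C, and a transcript was called polar when this was past the threshold and both ends were above C. Between stages, the interaction of stage and section was tested over all libraries without the oocyte block, as in the study, and the gradient difference was the gradient of big minus that of small oocytes. Totals were the scaled counts summed over the sections of each complete oocyte, 3 per stage. Each section weighs the same in such a scaled total, whatever its volume or amount of RNA. Shares of a scaled total are therefore not shares of the RNA of the oocyte. The spread between the ends of an oocyte was the SD over 14533 transcripts of the log2 ratio of E to A after thinning to 2476190 counts per library, compared by a two-sided exact permutation test. Principal components used the 500 most variable transcripts on the log2 CPM scale with a prior count of 2. Scaling to the median ratio measures the composition of the RNA in each section and not its absolute amount.

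Transcripts were named by a rule fixed before the data were examined: those past the threshold with a total of at least 200 per oocyte and the same direction in every complete oocyte (between stages, no overlap of oocytes), taking, in the absence of gene names, the 2 identifiers with the largest change in each direction and comparison. The 3 marker transcripts were named as well. Levels are given in CPM, computed with the scaled library sizes, with the SD over oocytes. Where a stage had 0 counts in all libraries, the fold change was computed against a floor of 3 counts over the complete oocytes of that stage and is a lower bound that covers counting error only.

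The library totals ranged from 1816470 to 11348306 counts in big and from 1653598 to 6817459 in small oocytes. No libraries were identical, and replicate libraries differed beyond counting noise (chi-square per degree of freedom between 2.07 and 47.4). The models were tested on simulated data with 200 transcripts changed in known directions. For the gradient in big oocytes, 50.0%, 75.7% and 100% of changes of 1.5-fold, 2-fold and 4-fold were recovered among 31436 transcripts, and 13.5% of the calls were false. For small oocytes these values were 40.0%, 65.7% and 95.0% among 29005 transcripts, with 10.9% of false calls. For the gradient difference they were 21.4%, 58.6% and 88.3% among 30739 transcripts, with 9.92% of false calls. For the totals they were 52.9%, 58.6% and 90.0% among 32729 transcripts, with 18.5% of false calls. The nominal rate of 10% was exceeded for the totals and for the gradients of big and small oocytes. The simulation changed far fewer transcripts than were called in the real data. It also held no differences shared by the libraries of an oocyte, so these rates need not hold for the real fits.

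Alternatives fixed before the data were examined were TMM scaling, scaling by library totals, no filter and a filter of 200 per oocyte, DESeq2 1.42.0, an adjusted p of 0.05, leaving out each oocyte, the fit without the block (or with it, between stages), complete oocytes only, a common depth of 2416356 counts, unscaled totals, and a fit of the stage term over all libraries. The common depth of 2416356 counts was applied to complete oocytes only. Further alternatives were chosen after seeing the data.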

Results

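The distribution of RNA along the animal-vegetal axis was measured in small (early vitellogenic, 1320 to 1500 µm in diameter) and big (advanced vitellogenic, 1920 to 2100 µm) oocytes of the sterlet. There were 35 section libraries, 17 from big and 18 from small oocytes, with 3 or 4 libraries in each combination of stage and section. Libraries of big oocytes held between 1816470 and 11348306 counts (median 4455798) and detected between 35141 and 44333 transcripts. Libraries of small oocytes held between 1653598 and 6817459 counts (median 4397616) and detected between 35798 and 41909 transcripts. The 10 most abundant transcripts took between 3.04% and 10.2% of the counts in big and between 3.83% and 6.11% in small oocytes, and the highest share belonged to section A of oocyte 11.

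The libraries were ordered by section in both stages. In the principal components of the 500 most variable transcripts, the first component held 39.1% of the variance and the second 37.6%. Section, fitted alone, accounted for 50% of the first and 42.0% of the second component, and stage, fitted alone, for 32.1% and 67.7%. These shares overlap, since the sections are not equally represented in the stages, and they are not parts of a sum. On the second component the distance from A to E was 40.8, 41.5 and 41.9 in big oocytes 1, 2 and 3, and 32.3, 26.9 and 30.5 in small oocytes 5, 6 and 8.

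**Figure D1:**
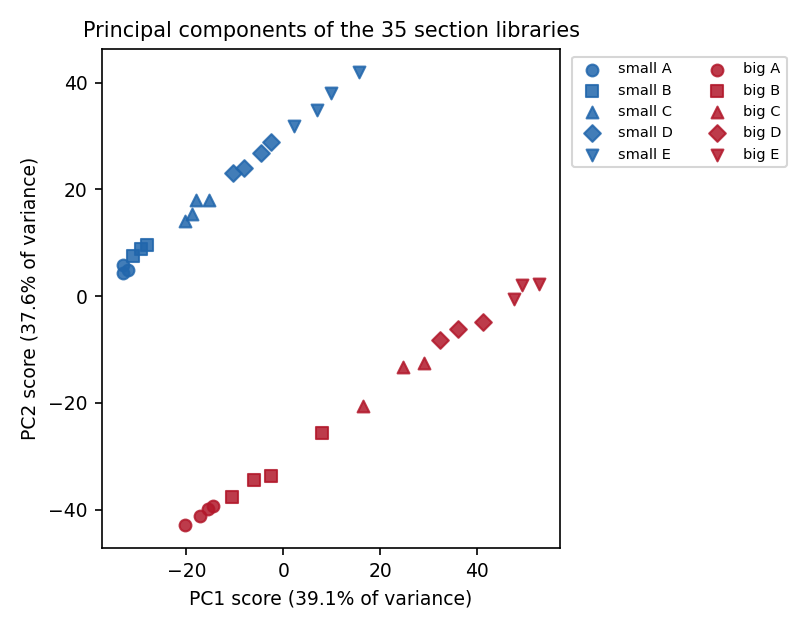
Scores of the 35 libraries on the first (39.1% of variance) and second (37.6%) principal component, each point 1 section library, with colour for the stage and shape for the section. Within each stage the libraries run from A to E along a diagonal, and the stages lie apart.

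The first question was which transcripts are unevenly distributed along the axis of big oocytes. A large part of the transcripts tested was localized, and most of these had their highest level at one of the ends. The marker exd2, which encodes a 3'-5' exonuclease domain protein, lay in section A with 92.6% ± 2.43 (SD, n = 3) of its scaled total, in which each section weighs the same. The marker slc44a3, of the choline transporter-like family, had 81.1% ± 3.64 (SD, n = 3) of its scaled total in A. The transcript of dnd1, an RNA-binding protein needed by germ cells, rose towards the opposite end, from 1.72% ± 0.155 in A to 53.1% ± 4.14 in E (SD, n = 3). Since the study selected samples on the gradients of its markers, these profiles were a condition of entry and not a finding. The test of edgeR called 17490 DLTs among 32348 transcripts (54.1%). The share was 40.1% without oocyte 3 and 46.7% with DESeq2. Their highest fitted level was in E for 7211, in A for 5220, in B for 2455, in C for 1329 and in D for 1275. With scaling by library totals 52.9% of DLTs in place of 71.1% had their highest level in A or E.

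The gradient from the animal to the vegetal end was vegetal for 8913 and animal for 8329 transcripts in big oocytes. Relative to the median transcript, vegetal gradients were the steeper ones, with a median of 0.89 (log2) against -0.54 for animal gradients. A difference of more than 2-fold was found for 3987 vegetal but 1400 animal transcripts. The gradient of exd2 was -4.24 ± 0.21 (log2, SE, edgeR adjusted p = 1.99e-09), that of slc44a3 was -3.52 ± 0.17 (adjusted p = 5.87e-16), and that of dnd1 was 3.89 ± 0.11 (adjusted p = 4.61e-13). The steepest vegetal transcripts were TRINITY_GG_5183_c1_g2_i1_1, which had 0 counts in all 4 libraries of section A and 45.4 ± 8.61 CPM in E (SD, n = 3), and TRINITY_DN54716_c0_g1_i2_1, which rose from 0.339 ± 0.174 CPM in A (n = 4) to 399.5 ± 56.0 CPM in E (n = 3). The steepest animal transcripts were TRINITY_DN46906_c1_g1_i1_1 and TRINITY_GG_82251_c3_g2_i1_1. The latter fell from 65.1 ± 7.03 CPM in A (n = 4) to 0.182 ± 0.173 CPM in E (n = 3). With scaling by library totals the median gradient of all transcripts in big oocytes moved from -0.00 to -0.15, and the calls became 6956 vegetal and 11749 animal, a vegetal share of 37.2% in place of 51.7%. The medians of these calls were 0.97 and -0.57, and 3362 vegetal and 2050 animal transcripts differed more than 2-fold. All scalings used here measure composition, so the zero of the gradient, the split and the ranking of steepness hold relative to the scaling. According to the study, the median-of-ratios method removed most animal transcripts and left mainly the extremely localized ones.

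**Figure D2:**
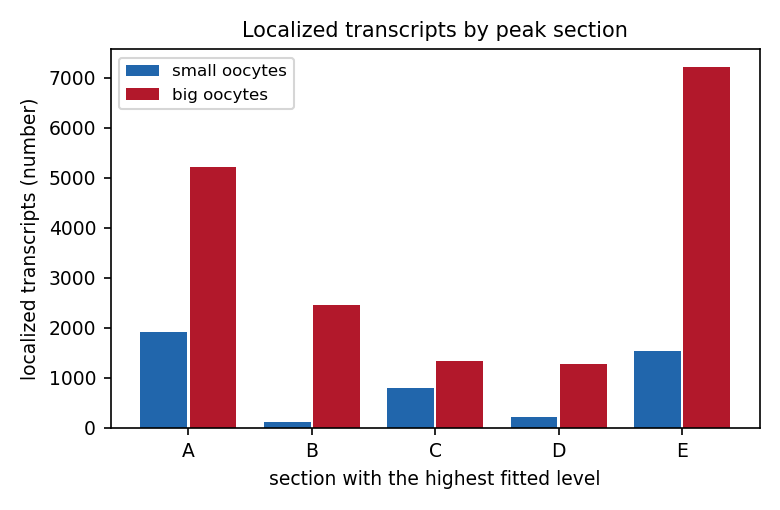
Number of differentially localized transcripts (vertical axis) by the section with their highest fitted level (horizontal axis, A animal to E vegetal), in small and big oocytes. In big oocytes 7211 transcripts had their highest level in E and 5220 in A, and in small oocytes 1546 and 1924.

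The same question was asked of small oocytes, where a smaller part of the transcripts was localized. The animal markers already lay at the animal end, exd2 with 90.5% ± 1.68 and slc44a3 with 82.9% ± 4.82 of their scaled totals in A (SD, n = 3). Small oocytes were selected on marker gradients as well. The share of dnd1 rose gently from 13.6% ± 0.843 in A to 31.9% ± 1.27 in E (SD, n = 3). The edgeR test called 4589 DLTs among 30340 transcripts (15.1%), with the highest fitted level in A for 1924, in E for 1546, in C for 795, in D for 216 and in B for 108 (75.6% in A or E, and 62.0% with scaling by library totals). Among the 14334 transcripts over 200 per oocyte the share of DLTs was 23.9%. The gradient was vegetal for 1718 and animal for 1491 transcripts, with medians of 0.77 and -0.51 (log2), and it exceeded 2-fold for 694 and 295 of them. The gradients of exd2, slc44a3 and dnd1 were -4.87 ± 0.10 (log2, SE, edgeR adjusted p = 1.27e-27), -4.14 ± 0.17 (adjusted p = 3.03e-19) and 0.94 ± 0.05 (adjusted p = 8.06e-16). The steepest vegetal transcripts were TRINITY_GG_34887_c0_g1_i1_1, from 0.686 ± 0.28 CPM in A (n = 3) to 67.3 ± 39.3 CPM in E (n = 4), and TRINITY_DN54716_c0_g1_i2_1, which was also among the steepest in big oocytes. The steepest animal transcripts were TRINITY_GG_116938_c0_g1_i1_1, from 121 ± 20.1 CPM in A (n = 3) to 0.343 ± 0.546 CPM in E (n = 4), and TRINITY_DN53171_c2_g2_i1_1, from 135 ± 8.11 to 1.39 ± 0.659 CPM. The latter and exd2 (TRINITY_DN53171_c2_g1_i1_1) are related contigs by their identifiers, so they may not be independent.

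**Figure D3:**
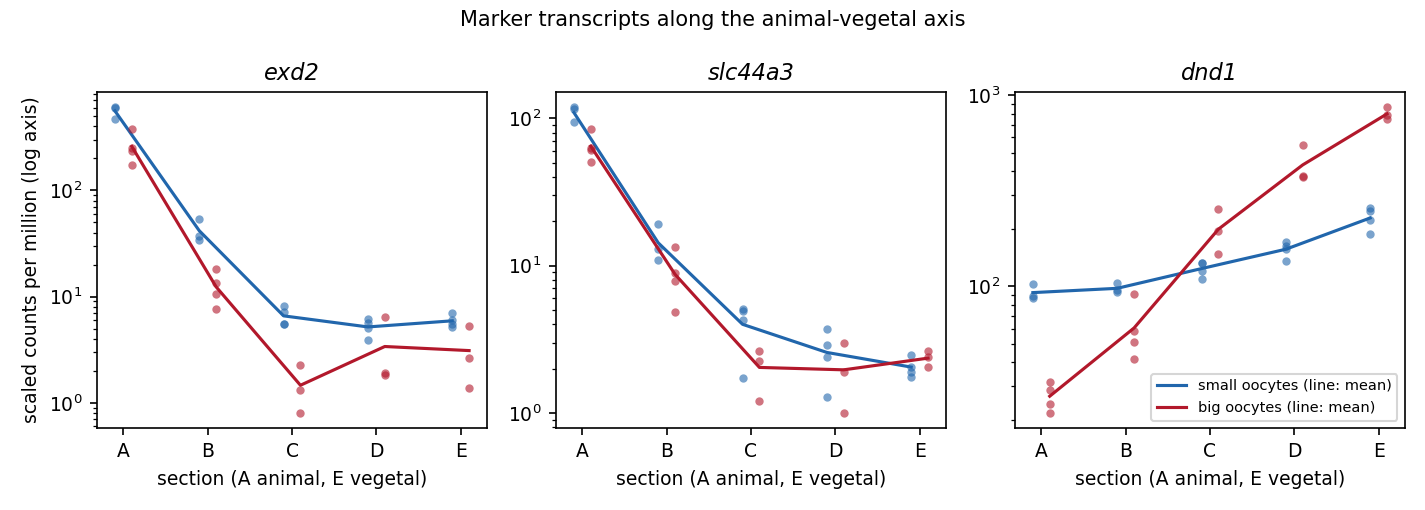
Level in CPM (log axis) of exd2, slc44a3 and dnd1 in sections A to E, each point 1 library and each line the mean of a stage. In both stages exd2 and slc44a3 fall from A, and the rise of dnd1 towards E is steeper in big oocytes (53.1% of its scaled total in E) than in small ones (31.9%).

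Some transcripts were high at both ends and low in the middle of the oocyte. By the contrast of the poles with the centre, 2610 transcripts were polar in big and 1529 in small oocytes (edgeR). The same contrast was past the threshold in the opposite direction, with C above the mean of the ends, for 2533 and 1388 transcripts. Of the transcripts tested in both stages, 461 were polar in both, against 124 expected from independent lists. That expectation takes no account of abundance and may be too low. Many polar transcripts were not symmetric: 1867 of those in big oocytes (71.5%) and 567 of those in small oocytes (37.1%) also had a gradient past the threshold. The exd2 transcript itself met the definition in big oocytes, with poles minus centre at 4.46 ± 0.43 (log2, SE, adjusted p = 2.54e-05), although its level in E was only 3.10 ± 2.01 CPM. The largest contrast in big oocytes was that of TRINITY_GG_69000_c1_g1_i2_1, with 37.6 ± 14.1 CPM in A (n = 4), 0.034 ± 0.0588 in C and 5.41 ± 5.84 in E (n = 3), and it lost its call without oocyte 1 (adjusted p = 0.156). In small oocytes TRINITY_DN24139_c0_g1_i1_1 had similar levels at both ends, with 19.7 ± 4.25 CPM in A (n = 3), 3.27 ± 2.05 in C and 20.8 ± 10.9 in E (n = 4), while TRINITY_DN54680_c0_g3_i1_1 was mainly animal, with 165 ± 18.4 CPM in A and 7.76 ± 1.04 in E. When each end had to pass the threshold against C on its own, a definition chosen after seeing the data, 794 transcripts in big and 437 in small oocytes were polar. With scaling by library totals there were 1678 in big oocytes, and without oocyte 1 or 3 there were 1624 and 1443. Without oocyte 6 there were 931 in small oocytes.

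The next question was how the profiles differ between the stages. The dnd1 transcript was more vegetal in big than in small oocytes, with a gradient difference of 2.91 ± 0.20 (log2, SE, edgeR adjusted p = 1.12e-11). For exd2 and slc44a3 the differences of 0.56 ± 0.42 (adjusted p = 0.365) and 0.55 ± 0.38 (adjusted p = 0.316) did not pass the threshold. The profile over the 5 sections differed for 9631 of 33401 transcripts (28.8%). The gradient was more vegetal in big oocytes for 6223 and more animal for 5110 transcripts. Scaling by library totals turned this split to 4941 and 7424 (40.0% vegetal in place of 54.9%), and TMM scaling gave 5537 and 6092.

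Transcripts with a gradient in small oocytes mostly had it in big oocytes as well, more often for vegetal than for animal gradients. Of the transcripts tested in both stages (29287), 1699 were vegetal in small oocytes, and 1481 of these in both stages, against 459.5 expected from independent lists. In the animal direction 962 of 1461 were animal in both, against 406.4. This expectation takes no account of abundance. With the filter of 200 per oocyte the share of DLTs was 73.4% against 54.1% in big oocytes. In small oocytes it was 23.9% against 15.1%, so the expectation may be too low. The median gradient of those vegetal in both was 0.84 in small and 1.91 in big oocytes, and 904 of them were steeper and 52 shallower in big oocytes by the test of the difference. For those animal in both, the medians were -0.46 and -0.83, and 405 were steeper and 18 shallower by that test. A further 4077 transcripts were vegetal in big oocytes only, with the difference past the threshold, and their medians were -0.02 in small and 0.85 in big oocytes. In the animal direction this class held 4139 transcripts, with medians of 0.02 and -0.58. A reversal from animal to vegetal was seen for 243 of the 1461 transcripts animal in small oocytes. From vegetal to animal it was seen for 74 of the 1699 vegetal ones. Across transcripts, which are not independent replicates, the gradients of the stages had a Pearson correlation of 0.522 and a Spearman correlation of 0.261.

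The largest shifts to the vegetal side were those of TRINITY_GG_7424_c0_g2_i1_1 (4.90 ± 0.62, log2, SE, adjusted p = 6.59e-07) and TRINITY_DN47331_c0_g1_i1_1 (4.78 ± 0.52, adjusted p = 4.29e-08). The latter rose from 47.3 ± 12.6 CPM (n = 4) to 145 ± 15.5 CPM (n = 3) in E and fell from 7.48 ± 2.28 CPM (n = 3) to 0.309 ± 0.233 CPM (n = 4) in A. The largest shifts to the animal side belonged to the related contigs TRINITY_DN46906_c1_g1_i1_1 (-4.96 ± 1.61, adjusted p = 0.0219) and TRINITY_DN46906_c1_g2_i1_1 (-4.37 ± 1.72, adjusted p = 0.0606). In small oocytes the former was found in B (509 ± 369 CPM, n = 3) and C (1073 ± 611 CPM, n = 4), with 7.12 ± 1.18 CPM in A. In big oocytes it was found in A (4732 ± 7839 CPM, n = 4) and B (961 ± 1033 CPM, n = 4), with 5.60 ± 1.94 CPM in C. Its mean in A rests on oocyte 11 (16479 CPM), and the other 3 oocytes had between 366 and 1216 CPM. The size of both shifts also rests on this oocyte, and without it they were -3.17 and -2.97 (adjusted p = 0.0141 and 0.027), next to -3.03 for TRINITY_GG_82251_c3_g2_i1_1. With the oocyte as a block they were -3.03 and -2.83 (adjusted p = 0.0291 and 0.0653). The latter contig lost its call when oocyte 3, 5, 6 or 7 was left out (adjusted p between 0.109 and 0.157).

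**Figure D4:**
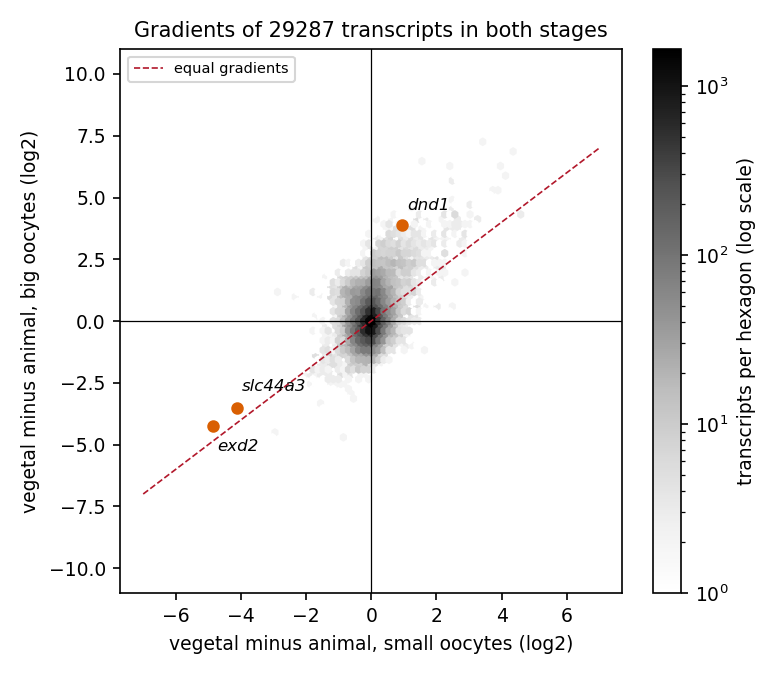
Gradient (log2 of D and E minus A and B) of 29287 transcripts in small (horizontal axis) and big (vertical axis) oocytes, with the number of transcripts per hexagon in grey on a log scale and the marker transcripts as points. The dashed line marks equal gradients, and dnd1 (0.94 in small, 3.89 in big oocytes) lies above it.

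Each oocyte also gave a measure of polarity that does not depend on the number of calls. The SD of the log2 ratio of E to A over transcripts was 1.12 ± 0.0343 in big and 0.608 ± 0.0267 in small oocytes (SD, n = 3 oocytes each) at a common depth. The oocytes of the stages did not overlap (two-sided exact permutation p = 0.1, the smallest that 3 against 3 oocytes allow).

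The last question was which transcripts changed in their total per oocyte, relative to the other transcripts. The dnd1 total was 2.17-fold higher in big oocytes (log2 1.12 ± 0.14, SE, edgeR adjusted p = 0.0011). The slc44a3 total was lower in big oocytes (log2 -0.74 ± 0.19, adjusted p = 0.019), and so was that of exd2 (log2 -1.13 ± 0.32, adjusted p = 0.0455), which was no longer past the threshold without oocyte 3, 5 or 6 (adjusted p between 0.112 and 0.127). Among 33334 transcripts, 9812 were higher and 9225 lower in big oocytes, and 4534 and 4418 of them changed more than 1.5-fold. Of the 1481 transcripts vegetal in both stages, 458 rose and 51 fell more than 1.5-fold. Of the 962 transcripts animal in both stages, 22 rose and 191 fell. The class that was vegetal in big oocytes only had 811 rising and 283 falling transcripts, and the class that was animal in big oocytes only had 85 and 531. Totals and gradient classes come from the same section levels, and each section weighs the same in a total. The median stage difference of these 2 classes was -0.333 and 0.29 (log2) in A and 0.729 and -0.481 in E. A change of a scaled total is therefore no measure of molecules gained or lost per oocyte.

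Among the largest changes of totals were transcripts with 0 counts in all libraries of 1 stage. TRINITY_DN54367_c2_g1_i2_1 and TRINITY_GG_36379_c0_g1_i1_1 had 1883 and 1515 counts over the libraries of big oocytes and 0 in all 18 libraries of small oocytes, so that they were at least 349-fold and 284-fold higher. TRINITY_DN46069_c0_g2_i1_1 had 2440 counts in small oocytes and 0 in all 17 libraries of big oocytes, so that it was at least 859.7-fold lower, and TRINITY_DN49384_c1_g2_i1_1 had 803 counts in small and 4 in big oocytes. Since 1 female gave all oocytes of a stage and the RNA input of the libraries differed between stages, each difference between stages is also a difference between females and inputs.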

Values the study reported

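For sterlet oocytes the study listed 22,591 transcripts in the big and 21,862 in the small stage, of which 13,901 and 3,184 were differentially localized. It gave 10225 transcripts whose sections changed by over 1.5x between the stages, and 4743 at 2x. Total transcript numbers were altered between stages for 13024 transcripts, and 5283 of them changed by more than 1.5x.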

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

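The comparison of the variation within big and small oocytes was chosen after the result was seen. Among 120 sets of 4 values, each of 1 measure in 4 libraries of the same stage and section, 9 values lay far from the other 3. The nominal rate is about 1 in 20. It need not apply here, since the sets share libraries and some hold only 0 or very few counts. Section A of oocyte 11 held 3 of them: its 10 most abundant transcripts took 10.2% of the counts, and TRINITY_DN46906_c1_g1_i1_1 and TRINITY_DN46906_c1_g2_i1_1 reached 16479 and 1675 CPM. The other 6 were single low or high levels: TRINITY_GG_34887_c0_g1_i1_1 at 0 CPM in section A of oocyte 2, TRINITY_GG_5183_c1_g2_i1_1 at 0.211 CPM in B of oocyte 3, TRINITY_GG_116938_c0_g1_i1_1 at 0 CPM in C of oocyte 7, TRINITY_DN53171_c2_g2_i1_1 at 0.752 CPM in C of oocyte 8, TRINITY_DN24139_c0_g1_i1_1 at 6.32 CPM in C of oocyte 7 and TRINITY_DN46069_c0_g2_i1_1 at 36.9 CPM in D of oocyte 7.

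Among the named transcripts, the test of the gradient difference between the stages was past the threshold for dnd1 (2.91, log2), TRINITY_GG_7424_c0_g2_i1_1 (4.90), TRINITY_DN47331_c0_g1_i1_1 (4.78), TRINITY_DN54716_c0_g1_i2_1 (2.92), TRINITY_DN24139_c0_g1_i1_1 (1.16), TRINITY_DN46906_c1_g1_i1_1 (-4.96), TRINITY_DN46906_c1_g2_i1_1 (-4.37), TRINITY_GG_82251_c3_g2_i1_1 (-3.01) and TRINITY_DN54680_c0_g3_i1_1 (-1.87). The call was lost for TRINITY_DN54716_c0_g1_i2_1 without oocyte 5 (edgeR adjusted p = 0.257), for TRINITY_DN24139_c0_g1_i1_1 without oocyte 2, 5 or 6 (adjusted p between 0.109 and 0.117) and for TRINITY_DN46906_c1_g2_i1_1 without oocyte 3, 5, 6 or 7 (adjusted p between 0.109 and 0.157). Without oocyte 11 the differences of the TRINITY_DN46906 contigs were -3.17 and -2.97.

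Big oocytes had 3.81 times as many DLTs as small oocytes. Depth and scaling do not account for most of this: with complete oocytes the ratio was 4.29 before and 3.73 after thinning to a common depth, and with all oocytes it was at least 3.79 with TMM or library totals. Nor was the residual variation of the fit larger in small oocytes. Their biological coefficient of variation, after oocyte and section were fitted, was 0.0856 against 0.0925 in big oocytes (difference -0.00694). Differences between whole oocytes are not part of this value. With 1 female per stage, stage, female and RNA input cannot be told apart, and the stage of oogenesis stays open as the biological explanation.

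Polar transcripts may in part reflect the geometry of the sections. If an oocyte were a sphere in 5 slices of equal thickness, an end slice would hold 10.4% of the volume and the central slice 29.6%, but both the same surface, so RNA bound to the surface would show poles over centre by up to 1.51 (log2). At most 2.80% of polar transcripts exceeded this limit by 2 SE (73 in big and 16 in small oocytes), although among those with each end past the threshold it was 6.30% in big and 3.20% in small oocytes. The median contrast of polar transcripts was 0.859 in big and 0.706 in small oocytes, well below the limit. A low share was thus likely whatever the cause, and it does not favour geometry. Scaling stays open as well, since the count fell by 1.56 times in big oocytes with library totals. A polar localization of other origin was not tested.

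Regroupings of the libraries bear on whether chance could give such counts. With sections exchanged within oocytes, 1 of 100 groupings, the real one, gave as many DLTs (17490 in big oocytes, highest other 8608, and 4589 in small oocytes, highest other 1554). The same was found for gradients (17242 and 8635 in big, 3209 and 1107 in small oocytes). The counts thus depend on the real order of the sections. Samples were selected on marker gradients, so an ordered axis was a condition of entry. The groupings do not test chance independently of that selection. For polar transcripts in small oocytes the real grouping also gave the largest count (1529, highest other 417). For polar transcripts in big oocytes 2 of 100 groupings gave as many, and the other gave more than the real one (2610, highest other 4676). That grouping points to a structure of the samples, since in all 3 complete oocytes it named D and E the poles and A or B the centre, and so it compared the vegetal with the animal end. The share of 2 in 100 is under 0.05, but a grouping can draw its count from the real gradient. The regroupings cannot tell polar localization from a gradient in either stage. Of the polar transcripts, 71.5% in big and 37.1% in small oocytes also had a gradient past the threshold. No conclusion on chance is drawn for polar transcripts of either stage. Of 35 divisions of the 8 oocytes, only the real one gave as many altered profiles (9631, highest other 2832) and gradient differences (11333, highest other 5922). For the totals, the 10 divisions of 6 oocytes are too few for a share under 0.05. The real one gave 19037 transcripts and the highest other 0.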

How the results depend on the processing

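The alternatives for the polar definition, the totals of all 8 oocytes, the totals without transcripts at 0 in 1 stage, the fits without section A of oocyte 11 and the other use of the oocyte block for named transcripts were chosen after seeing the data. The number of DLTs, of altered profiles and of gradient differences stayed within 1.5 times of the reported count under every alternative run. With a filter of 200 per oocyte, which tests fewer transcripts, gradients in big oocytes numbered 11028, polar transcripts in big oocytes 1641, altered totals 10810 and those over 1.5-fold 2747. Polar transcripts in big oocytes numbered 1678 with library totals and 794 with each end past the threshold. In small oocytes they numbered 1017 in complete oocytes at the common depth (1200 before thinning) and 437 with each end past the threshold. The cause was not tested. Without 1 oocyte at a time, DLTs ranged from 12929 to 17570 in big and from 3209 to 4093 in small oocytes, gradients from 14359 to 17593 and from 2276 to 3335, polar transcripts from 1443 to 2602 and from 931 to 1200, altered profiles from 7300 to 9555, gradient differences from 9117 to 11219, totals from 16926 to 18854 and those over 1.5-fold from 8431 to 9253. The replicate block changed no count by over 1.5 times: without the block there were 16557 DLTs in big and 4524 in small oocytes, and with it 10444 altered profiles and 11448 gradient differences. The share of DLTs among the transcripts of big oocytes, 54.1%, was 48.1% at an adjusted p of 0.05, 46.7% with DESeq2, 49.5% at the common depth, between 40.1% and 53.3% without 1 oocyte, 55.2% with TMM, 61.4% with library totals and 73.4% with the filter of 200 per oocyte. In small oocytes, 15.1%, it was 12.3% at an adjusted p of 0.05, 11.4% with DESeq2, 13.2% at the common depth, between 10.6% and 13.3% without 1 oocyte, 15.5% with TMM, 17.0% with library totals and 23.9% with the filter of 200 per oocyte. Of the values of named transcripts under other scalings, DESeq2, left-out oocytes and the other use of the block, 327 kept their direction and side of the threshold, 12 lost significance and 0 changed direction. The block changed none of these calls. The difference in spread between the ends was 0.504 without thinning and 0.508 with it. The gene list tests and their alternatives were not run, because no identifier matched a gene name. At these depths and numbers of oocytes, 1.5-fold gradients were recovered for 40.0% of simulated transcripts in small and 50% in big oocytes. With only 200 transcripts changed in the simulation, recovery in the real fits may differ. The simulation did not vary depth, so how far depth limits small changes was not tested.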

Other observations

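The values of the 2 most abundant transcripts of the set described here and the alternative with the deposited totals were chosen after seeing the data. The contigs TRINITY_DN46906_c1_g1_i1_1 and TRINITY_DN46906_c1_g2_i1_1 were most abundant in B and C of small oocytes and in A and B of big oocytes. The nucleus lies centrally in small and towards the animal pole in big oocytes, according to the microscopy of the study, so a hypothesis formed from these contigs was that other transcripts of B and C in small oocytes are nuclear RNA that moves with the nucleus. It was tested on 55 other transcripts that were at least 2-fold higher (log2 difference over 1) in B and C of small oocytes, predicting an animal gradient in big oocytes. A further 8 were left out because they were not tested in big oocytes. For the set as a whole the result was negative. In big oocytes 13 of the 55 were animal and 19 vegetal. Among all 32348 transcripts tested there, 8329 were animal and 8913 vegetal, so these counts alone say little about the set. The median gradient in big oocytes was 0.49 (log2), on the vegetal side, against -0.26 to 0.47 in 1000 sets matched on expression. Its size rests in part on single oocytes and on the scaling: it was 0.255 without oocyte 1, at most 0.468 without another oocyte and 0.456 with TMM, in each case within the range of the matched sets, and 0.339 with library totals. In none of these was there an animal gradient of the set. Their profile in big oocytes was not that of small oocytes either: A minus C had a median of 0.77 in big oocytes, above the matched sets (-0.32 to 0.32), while the -2.41 in small oocytes follows from how the set was chosen. A level in A above that in C is also what a move of the nucleus to the animal side would give. In big oocytes their level was lowest in C (-0.62 ± 0.37, n = 3) and highest in E (0.58 ± 0.25, n = 3) and A (0.42 ± 0.24, n = 4), relative to the mean of the libraries (log2, SD), and such a move alone would not give the level in E.

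The share of counts that the set took in big oocytes went the other way. It was between 0.0732% and 0.186% in section A of oocytes 1, 2 and 3 and 2.95% in section A of oocyte 11, between 0.046% and 0.316% in B, and between 0.0128% and 0.0303% in C, D and E. Of the set's counts in A, between 69.6% and 99.1% belonged to TRINITY_DN27042_c0_g1_i3_2 and TRINITY_DN42989_c0_g1_i2_1, which were singled out after their values were seen. Their gradients in big oocytes were -3.23 ± 0.64 (log2, SE, edgeR adjusted p = 0.00218) and -4.38 ± 0.48 (adjusted p = 3.4e-05). The difference from small oocytes was -3.32 ± 1.75 (adjusted p = 0.173) and -2.51 ± 0.88 (adjusted p = 0.0335), and with the oocyte as a block neither passed the threshold (0.13, adjusted p = 0.954, and -1.22, adjusted p = 0.185). Since they were chosen for their level in A, these values do not test the hypothesis, and RNA of the nucleus stays open for part of the set, these 2 transcripts included.

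There were 51 transcripts with over 20 counts per big oocyte and 0 counts in every library of small oocytes, and 27 with the reverse.

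The deposited totals per oocyte were sums of unscaled counts and include the oocytes with 2 and 3 sections. The alternative that used them gave 14883 altered totals, against 19037 with complete oocytes and scaled counts.

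The number of transcripts whose total changed more than 1.5-fold was 8952 here, with 3 complete oocytes per stage and 33334 transcripts, and 7659 with the deposited totals of all 8 oocytes. Both are higher than the value quoted from the study above. The oocytes and the low-count filter are not known to be those of the study, which states another number of oocytes and lists fewer transcripts, so the counts come from unlike sets.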
